# TET2 Inhibits *PD-L1* Gene Expression in Breast Cancer Cells through Histone Deacetylation

**DOI:** 10.3390/cancers13092207

**Published:** 2021-05-04

**Authors:** Yinghui Shen, Lu Liu, Mengyuan Wang, Bo Xu, Ruitu Lyu, Yujiang Geno Shi, Li Tan

**Keywords:** TET2, PD-L1, HDAC, breast cancer, epigenetic regulation

## Abstract

**Simple Summary:**

Programmed cell death ligand 1 (PD-L1) is an essential immune checkpoint molecule that helps tumor cells to escape the immune surveillance. The aim of the current study was to investigate the epigenetic mechanisms underlying the aberrant expression of PD-L1 in breast cancer cells. Here, we identified TET2 as a negative regulator of PD-L1 gene transcription in breast cancer cells. Mechanistically, TET2 recruits HDAC1/2 to the PD-L1 promoter and facilitates the deacetylation of H3K27ac, resulting to the suppression of PD-L1 gene transcription. Our work reveals an unanticipated role of TET2-HDAC1/2 complex in the regulation of PD-L1 gene expression, providing new insights into the epigenetic mechanisms that drive immune evasion during breast cancer pathogenesis.

**Abstract:**

Activation of PD-1/PD-L1 checkpoint is a critical step for the immune evasion of malignant tumors including breast cancer. However, the epigenetic mechanism underlying the aberrant expression of PD-L1 in breast cancer cells remains poorly understood. To investigate the role of TET2 in the regulation of PD-L1 gene expression, quantitative reverse transcription PCR (RT-qPCR), Western blotting, chromatin immunoprecipitation (ChIP) assay and MeDIP/hMeDIP-qPCR were performed on MCF7 and MDA-MB-231 human breast cancer cells. Here, we reported that TET2 depletion upregulated PD-L1 gene expression in MCF7 cells. Conversely, ectopic expression of TET2 inhibited PD-L1 gene expression in MDA-MB-231 cells. Mechanistically, TET2 protein recruits histone deacetylases (HDACs) to PD-L1 gene promoter and orchestrates a repressive chromatin structure to suppress PD-L1 gene transcription, which is likely independent of DNA demethylation. Consistently, treatment with HDAC inhibitors upregulated PD-L1 gene expression in wild-type (WT) but not TET2 KO MCF7 cells. Furthermore, analysis of the CCLE and TCGA data showed a negative correlation between TET2 and PD-L1 expression in breast cancer. Taken together, our results identify a new epigenetic regulatory mechanism of PD-L1 gene transcription, linking the catalytic activity-independent role of TET2 to the anti-tumor immunity in breast cancer.

## 1. Introduction

For the past few years, immunotherapy has emerged as a frontline treatment for multiple malignancies, and now joins the ranks of surgery, radiation, chemotherapy, and targeted therapy for cancer therapy [1]. Different from traditional therapies, cancer immunotherapy utilizes the body’s own immune system to fight against tumor cells [2]. Among various immunotherapeutic strategies, the immune checkpoint blockade (ICB) has the broadest impact and prospects, with several antibodies targeting CTLA4 (cytotoxic T lymphocyte antigen 4), PD1 (programmed cell death 1), and PD-L1 (PD-1 ligand 1) approved by the FDA for the treatment of a number of different cancers [3,4,5]. PD-L1, encoded by the *CD274* gene, is an essential immune checkpoint molecule that is mainly expressed on the surface of tumor cells and macrophages [6]. The expression of PD-L1 is commonly elevated in cancer cells [7,8]. Cancer cells may exhibit immune escape upon recognition of PD-L1 by PD-1, which mediates T cell exhaustion [9]. Therefore, understanding the regulatory mechanisms of *PD-L1* gene expression in cancer cells is of great importance for improving responsiveness to anti-PD-L1 immunotherapy and suppressing immune evasion.

Many studies have revealed the transcriptional regulatory mechanisms of the *PD-L1* gene, including the inflammatory cytokines, specific transcription factors, and so on [10,11,12,13]. In addition, the epigenetic modifiers also play an important role in regulating *PD-L1* gene transcription, altering the chromatin accessibility for the transcription factors through DNA methylation or histone modifications [14,15,16,17]. For instance, DNA methylation at the promoter region is commonly considered to be an epigenetic mechanism of transcriptional silencing [18]. In contrast, TET (Ten-eleven translocation) family members, including TET1, TET2, and TET3, have been regarded as DNA demethylases for gene activation [19,20]. TET proteins initiate active or passive DNA demethylation by promoting 5mC (5-methylcytosine) oxidization [21]. Recent studies have shown that TET2 could act as a critical player in the regulation of immune homeostasis and anti-tumor immunity [22,23,24,25,26,27]. Although a recent work reported that TET2 augments the IFN-gamma-induced PD-L1 expression in melanoma, colon cancer, and acute monocytic leukemia cells [15], whether TET2 is involved in the epigenetic regulation of *PD-L1* gene expression in breast cancer remains largely unknown.

In this study, we set out to investigate the relationship between TET2 and PD-L1 in breast cancer. Surprisingly, we found that TET2 is a suppressor of *PD-L1* gene transcription in breast cancer cells. Mechanistically, TET2 inhibits *PD-L1* gene expression through recruiting HDAC1/2 to *PD-L1* gene promoter and facilitating the histone deacetylation, which is likely independent of DNA methylation and hydroxymethylation.

## 2. Materials and Methods

### 2.1. Cell Cultures

MCF7 and MDA-MB-231 human breast cancer cells were cultured in a DMEM high glucose medium (Hyclone, Marlborough, MA, USA) supplemented with 10% fetal bovine serum (FBS)(BI) and 1% penicillin/streptomycin (100 U/mL, Hyclone). All cells were cultured at 37 °C in a humidified incubator containing 5% CO_2_. The identity of two cell lines was confirmed by STR genotyping analysis.

### 2.2. Stable Cell Lines Construction

*TET2* knockout MCF7 cells were generated by the CRISPR method as described previously [28]. Mono-cell colonies were picked and expanded for identification and future experiments. The TET2 knockout efficiency of these colonies was examined by Western blot analysis of TET2 protein expression and PCR analysis of genomic DNA for indels around the sgRNA targeting region. The following target sequences were used for sgRNA design:

TET2KO sg#1: AGGACTCACACGACTATTC

TET2KO sg#2: GGAGAAAGACGTAACTTCG

Mock (empty vector) and *TET2*-overexpressing (O/E) MDA-MB-231 cells were generated using the *piggybac* system as described previously [29]. In brief, MDA-MB-231 cells were co-transfected with pCMV-PBase and *piggybac* plasmids (pPB-CAG-ires-Pac empty vector or pPB-CAG-*Flag-HA-TET2*-ires-Pac). Puromycin (2 μg/mL) was added to the culture medium at 48 h post-transfection. The puromycin-resistant stable cell colonies were picked and expanded for identification and future experiments.

### 2.3. Reagents and Antibodies

The following cytokines and chemical inhibitors were used for the treatment of cells in indicated experiments: IFN-gamma (Peprotech, Cranbury, NJ, USA, #300-02), 5-Aza-CdR (5-aza-2′-deoxycytidine, Sigma-Aldrich, St. Louis, MO, USA, #A3656), TSA (Trichostatin A, ApexBio, Houston, TX, USA, #A8183), and SAHA (Vorinostat, Selleck, Houston, TX, USA, #S1047).

The following antibodies were used for Western blot, ChIP, MeDIP and hMeDIP in our study: LaminB1 (Proteintech, #66095-1-Ig), TET2 (CST, Boston, MA, USA, #18950S), PD-L1 (CST, #13684S), GAPDH (Abclonal, Wuhan, HB, China, #AC033RRID), H3K27ac (Active Motif, Carlsbad, CA, USA, #39133), H3K4me3 (CST, #9751), H3K27me3 (CST, #9733), HDAC1 (CST, #34589S), HDAC2 (CST, #57156S), 5hmC (Active Motif, #39999), and 5mC (Active Motif, #39649).

### 2.4. Knocking Down by shRNAs

The oligos for TET2 shRNAs were subcloned into the pLKO.1-TRC vector (Addgene, Watertown, MA, USA). The shRNA lentiviral particles were packaged in 293T cells according to the manufacturer’s guidelines. MCF7 cells were infected with each lentivirus supernatant in the presence of 8 μg/mL polybrene. At 48h post infection, the infected cells were cultured with 2 µg/mL puromycin. After continuous puromycin screening for 5 days, the survival MCF7 cells were collected for RNA isolation and RNA-seq.

### 2.5. RT-qPCR

RNA was extracted from the cells using TRIzol reagent (Thermo Fisher Scientific, Waltham, MA, USA) according to the manufacturer’s protocol. The protocol of RT-qPCR was described in our previous study [13]. Gene expression levels were normalized to *GAPDH*. The sequences of primers were shown in Supplementary Table S4.

### 2.6. Western Blot

Cells were harvested and lysed with 1x SDS loading buffer. After quantification of the lysates with BCA assay, the Western blot assay was performed as described previously [13]. The primary antibodies used in this study were TET2 (1:1000), PD-L1 (1:1000), laminB1 (1:5000), H3K27ac (1:2000), and GAPDH (1:10,000).

### 2.7. ChIP-qPCR

The Chromatin immunoprecipitation (ChIP) assay was performed as previously described [29]. The enrichment levels of TET2, H3K4me3, H3K27me3, H3K27ac, and HDAC1/2 at *PD-L1* promoter were quantified by qPCR analysis of the ChIP products and the relevant inputs. Primer sequences used for ChIP-qPCR are listed in Supplementary Table S4.

### 2.8. MeDIP/hMeDIP-qPCR

Genome DNA was prepared from cells using DNeasy Blood & Tissue kit (QIAGEN). MeDIP/hMeDIP-qPCR was performed as described previously [30]. Enrichment of 5mC (5-methylcytosine) or 5hmC(5-hydroxymethylcytosine) at *PD-L1* promoter was quantified by qPCR analysis. Primer sequences used for MeDIP/hMeDIP-qPCR are listed in Supplementary Table S4.

### 2.9. Co-Immunoprecipitation

The co-immunoprecipitation assay was conducted as previously described [31].

### 2.10. RNA seq Analysis

RNA samples from MCF7 cells (WT, TET2 KO #1, TET2 KO#2, scramble, shTET2#1, and shTET2#2) were subjected for RNA-seq using the Illumina platform. First, raw reads were trimmed to remove adapters and low-quality bases using the trim_galore program (version 0.6.6) with parameters: “--paired --fastqc”. Secondly, trimmed fastq files were aligned to the human reference genome (hg19.fa from UCSC) with the tophat program (v2.1.1) with default parameters. We used the FPKM_count.py (RSeQC) to calculate FPKM (fragments per kilo base of transcript per M) to represent the abundance of gene expression. The bedgraph files were uploaded on UCSC genome browser for visualization. RNA-seq data has been deposited in the NCBI Gene Expression Omnibus (GEO) under the accession number GSE164032 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE164032, Submitted on 30 December 2020, Released on 1 June 2021).

### 2.11. Analysis of CCLE and TCGA Data

The gene expression data of 23 kinds of cancer cell lines were downloaded from CCLE (Comprehensive Cell Line Encyclopedia, http://www.broadinstitute.org/ccle/home; accessed on 2 May 2018). The expression levels of *TET2* and *PD-L1* from breast invasive carcinoma (Agilent microarray data) were downloaded from TCGA (The Cancer Genome Atlas, http://www.cbioportal.org; accessed on 19 March 2020). The *TET2* and *PD-L1* mRNA levels of cancer cell lines and breast cancer tissues were used for correlation analysis and linear regression analysis.

### 2.12. Statistical Analysis

GraphPad Prism Software was used for quantitative data visualization and statistical analysis. All graphs were presented as an average of at least three independent experiments. Standard deviation (S.D.) was calculated and presented as error bars in graphs. Comparisons between two groups were analyzed by paired Student’s *t*-test. Multiple comparisons were analyzed by one-way ANOVA with Tukey post-test. Significance level was set as *p* = 0.05 and presented as * in all graphs (*, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001; ****, *p* < 0.0001; ns, not significant).

## 3. Results

### 3.1. TET2 Is a Negative Regulator of PD-L1 Gene Transcription in Breast Cancer Cells

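MCF7 is a human breast cancer cell line of luminal type that expresses the estrogen receptor. RNA from 6 MCF7 cultures was sequenced on the Illumina platform, with 1 library each from WT cells, from the TET2 KO clones KO1 and KO2, from cells given a scramble shRNA and from cells given either of a pair of TET2 shRNAs. The shRNA cells had been infected with lentivirus and selected with 2 µg/mL puromycin for 5 days, starting 48 h after infection. The shRNA libraries are labelled sh3500 and sh3512, which could not be matched here to shTET2#1 and shTET2#2, so these labels are kept. The authors trimmed the reads with Trim Galore 0.6.6, aligned them to hg19 with TopHat 2.1.1 and deposited FPKM for 57938 transcript rows. Here FPKM was converted back to fragments, with a transcript length chosen for each row so that the counts came out whole. Such a length, with whole numbers within 0.02, was found for 48831 of the 48841 rows above 0. The deposited values were scaled to 31086722 fragments in WT, 35864249 in KO1, 33847156 in KO2, 27164852 in scramble, 49395474 in sh3500 and 35782063 in sh3512. The transcript with the highest mean FPKM stood for each gene, and the 15880 genes with a mean FPKM of at least 0.1 were tested with limma on log2(FPKM + 0.1), with Benjamini-Hochberg adjustment and a threshold of 0.05. Fold changes on this scale understate the change of genes with low FPKM. WT and scramble had no replicate, so limma took the spread from the 2 KO clones and the 2 TET2 shRNA libraries, with 2 residual degrees of freedom, and the lone controls were assumed to vary like them. The p-values therefore measure the spread between these libraries, which are different clones and hairpins. The 30 gene lists were written before the data were examined and were tested as sets with camera of limma at a preset correlation between genes of 0.01. At this preset, camera takes its degrees of freedom from the genes and treats the genes of a list as nearly independent. With an estimated correlation, given beside the calls, the degrees of freedom are those of the few libraries. The paper's text names no test for the RNA-seq. The choice of transcript, the pseudocount and the filter on low FPKM could each change the values.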

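CD274, the gene that encodes PD-L1, had a FPKM of 0.426 in WT cells, 1.14 in KO1 and 1.17 in KO2, on the 907 nt transcript NM_001314029. It lies on the plus strand of chromosome 9, from 5450503 to 5470566 in GRCh37. These values rest on 12, 37 and 36 fragments. The ratio to WT was 2.67 (95% exact interval 1.36 to 5.63) in KO1 and 2.76 (1.40 to 5.82) in KO2, and both intervals, which cover counting error only, lie above 1. On the longer transcript NM_014143, of 3686 nt, 42, 100 and 109 fragments gave ratios of 2.06 (1.43 to 3.03) and 2.38 (1.66 to 3.49). Relative to GAPDH, CD274 in the KO clones was 2.87 ± 0.16 (SD, n = 2 clones) times its WT level. The log2 fold change was 1.26 (standard error 0.40, adjusted p = 0.39 from limma, unadjusted p = 0.023), so CD274 did not pass the test over all genes. TET2 mRNA itself was 17.5 FPKM in WT, 17.4 in KO1 and 16.7 in KO2 (log2 fold change −0.04, adjusted p = 0.96 from limma). The authors scored these clones by TET2 protein and by indels at the sgRNA site, and the mRNA level does not check such an edit.

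**Figure D1:**
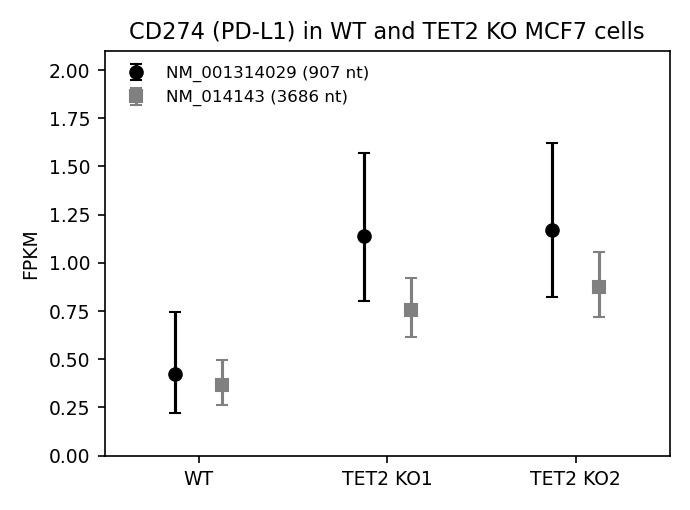
FPKM of CD274 (y axis) in WT, TET2 KO1 and TET2 KO2 MCF7 cells (x axis), with black circles for NM_001314029 and grey squares for NM_014143. Bars are 95% exact Poisson intervals of the 1 library behind each point, and both clones sit above WT on both transcripts.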

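Among the 30 gene lists, the type I interferon-stimulated genes and the replication-dependent histones had the largest median shifts in the KO clones. Of 28 measured type I interferon-stimulated genes, 26 had a positive log2 fold change, with a median of 1.06, and the shift was larger in KO2 (median 1.43) than in KO1 (median 0.50). IFI6, an interferon-induced mitochondrial protein, was 1.46 FPKM in WT, 6.80 in KO1 and 28.9 in KO2, and OAS1, a sensor of double-stranded RNA, was 0.355, 0.955 and 5.03. No member passed limma alone, nor when adjusted over the list alone. The list rose as a set at the preset correlation (adjusted p = 5.5e-08 from camera), but not with the estimated correlation, which was 0.45 (adjusted p = 0.70 from camera). Of 16 genes of MHC class I antigen presentation, 14 were positive, with a median of 0.39 (adjusted p = 0.0010 from camera, and adjusted p = 0.70 with an estimated correlation). HLA-F, a class I gene whose reads may be shared with other HLA genes, was 0.925 FPKM in WT, 3.60 in KO1 and 1.32 in KO2. Of 15 replication-dependent histone genes, a family whose members may share reads, 13 were positive, with a median of 0.95 (adjusted p = 0.00016 from camera, and adjusted p = 0.70 with an estimated correlation), and 5 were higher when adjusted over the list alone. Of 24 genes of the interferon-gamma response, 15 were positive and 5 were higher when adjusted over the list alone, among them UBE2L6, the conjugating enzyme for ISG15, at 2.86 FPKM in WT, 16.1 in KO1 and 19.8 in KO2, but the list did not pass as a set (median 0.22, adjusted p = 0.15 from camera). Lists that fell as sets were NF-kB and inflammatory genes (median −0.33, 14 of 19 negative, adjusted p = 0.023), NRF2 and oxidative stress genes (−0.28, 16 of 22, adjusted p = 0.0016) and genes of the unfolded protein response (−0.19, 17 of 21, adjusted p = 0.0054), all from camera and each with adjusted p = 0.70 with an estimated correlation. The NF-kB list lost its call with no filter (adjusted p = 0.090 from camera) and without KO1 (median −0.16, adjusted p = 0.094, against 0.0072 to 0.70 over all alternatives), and its median was −0.13 with a pseudocount of 1. With WT and scramble together as the control, the histones had a median of 0.63, and the NF-kB list (median 0.05, adjusted p = 0.61 from camera) and the NRF2 list (−0.005, adjusted p = 0.40, against 0.00078 to 0.70 over all alternatives) both lost their calls. With limma, 0 genes were higher and 0 lower in the KO clones at the threshold, while 878 were higher and 759 lower at an unadjusted p under 0.05. Chance alone gives about 794 over both directions together. Limma's voom on the recovered fragments called 1 gene higher and 1 lower. At least 2-fold changes in both clones were found for 155 genes upward and 139 downward, of the 12557 genes with a mean FPKM of at least 1. The largest of these upward, none past the threshold, included LRFN5, a neuronal adhesion protein (log2 fold change 5.53), CLEC7A, the receptor for beta-glucan (4.30), and S100A14, a calcium-binding protein, at 14.0 FPKM in WT, 182 in KO1 and 137 in KO2 (3.49, adjusted p = 0.060 from limma). The largest downward included CYP24A1, the enzyme that breaks down active vitamin D (−4.68), WISP2, an estrogen-induced gene (−4.41), and IGSF1 (−4.14). When scramble took the place of WT as the control, a setting chosen after the data were seen, limma called 388 genes higher and 419 lower.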

In an RNA-seq analysis for the downstream genes of TET2 in MCF7 cells, we identified that *PD-L1* mRNA expression level was upregulated in *TET2* KO MCF7 cells compared to wild type (WT) MCF7 cells (Figure 1A). RT-qPCR analysis also confirmed the substantial increase in *PD-L1* mRNA levels in *TET2* KO MCF7 cells (Figure 1B). 

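In unstimulated WT cells, 86.1% of the 15880 genes tested had a higher FPKM than CD274, and the median gene stood at 6.94 FPKM. The share of genes above CD274 was 77.2% in KO1 and 76.6% in KO2. IFNG, the gene of IFN-gamma, and CTLA4 were listed at 0 in all 6 libraries, and PDCD1, the gene of PD-1, had a mean FPKM of 0.00733. STAT1, which carries the signal of the IFN-gamma receptor, was 19.6 FPKM in WT, 24.9 in KO1 and 36.9 in KO2 (log2 fold change 0.63, adjusted p = 0.47 from limma). JAK2, the kinase that acts before it, was 6.47 FPKM in WT, 3.27 in KO1 and 4.20 in KO2 (−0.79, adjusted p = 0.36 from limma). Only 13 of 28 listed immune checkpoint ligands reached the filter of 0.1 FPKM. None passed limma in the KO clones, 1 was lower when adjusted over the list alone, and the list had a median log2 fold change of 0.00 (adjusted p = 0.83 from camera), with 0.05 in KO1 and −0.10 in KO2. VTCN1, the checkpoint ligand B7-H4, was 4.64 FPKM in WT, 0.470 in KO1 and 2.37 in KO2. Of 25 genes that regulate PD-L1, none passed limma in the KO clones, and their median was 0.08 (adjusted p = 0.69 from camera). Cells treated with IFN-gamma were not analysed here.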

Given that the basal expression level of *PD-L1* is relatively low in MCF7 cells, we also treated cells with IFN-gamma and measured the impact of TET2 depletion on *PD-L1* expression. RT-qPCR and Western blotting analyses showed that IFN-gamma treatment dramatically upregulated *PD-L1* expression in both WT and *TET2* KO MCF7 cells (Figure 1C,D). Importantly, regardless of the absence or presence of IFN-gamma stimulation, the mRNA and protein levels of *PD-L1* in *TET2* KO MCF7cells were correspondingly higher than those in WT MCF7 cells (Figure 1C,D). Furthermore, *PD-L1* intron mRNA level displayed a similar increase in *TET2* KO MCF7 cells (Figure S1A), indicating a direct effect of TET2 depletion on nascent RNA synthesis rather than mRNA stability. Knocking down *TET2* by shRNA also increased the *PD-L1* mRNA level in MCF7 cells (Figure S1B). Moreover, the MDA-MB-231 cell is a commonly used triple-negative breast cancer cell line in laboratory research. 

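TET2 mRNA was 28.9 FPKM in scramble cells, 8.65 in sh3500 and 9.07 in sh3512, which is 0.300 (95% exact interval 0.289 to 0.311) and 0.314 (0.302 to 0.328) of the scramble level. TET2 lies on chromosome 4 from 106067032 to 106200973 in GRCh37, and it fell by 1.69 on the log2 scale (standard error 0.14, adjusted p = 0.033 from limma). CD274 was 0.162 FPKM in scramble, 0.491 in sh3500 and 0.863 in sh3512, from 4, 22 and 28 fragments. Its ratio to scramble was 3.02 (1.03 to 12.1) and 5.31 (1.86 to 20.9), and on NM_014143 it was 2.81 (1.36 to 6.53) and 6.66 (3.34 to 15.1). Relative to GAPDH it was 3.39 ± 1.80 (SD, n = 2 libraries) times the scramble level, and relative to ACTB 5.22 ± 1.66. GAPDH itself was 1.43 times the scramble level in sh3500 and 1.14 times in sh3512. The log2 fold change of CD274 was 1.52 (standard error 0.40, adjusted p = 0.17 from limma), which did not pass the test. Scramble and WT, both with intact TET2, differed in TET2 and, on NM_014143, in CD274. On NM_014143, scramble held 0.245 (0.105 to 0.511) of the CD274 of WT, and against WT the ratio was 0.689 (0.444 to 1.073) for sh3500 and 1.63 (1.11 to 2.44) for sh3512. On NM_001314029, which limma used, scramble held 0.381 (0.090 to 1.26) of the CD274 of WT, an interval that spans 1. There the ratio to WT was 1.15 (0.547 to 2.56) for sh3500 and 2.03 (0.998 to 4.38) for sh3512. TET2 in scramble was 1.65 (1.59 to 1.71) times that of WT. With WT in place of scramble, a setting chosen after the data were seen, the log2 fold change of TET2 was −0.97 (adjusted p = 0.11 from limma) and that of CD274 was 0.52 (adjusted p = 0.71).

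**Figure D2:**
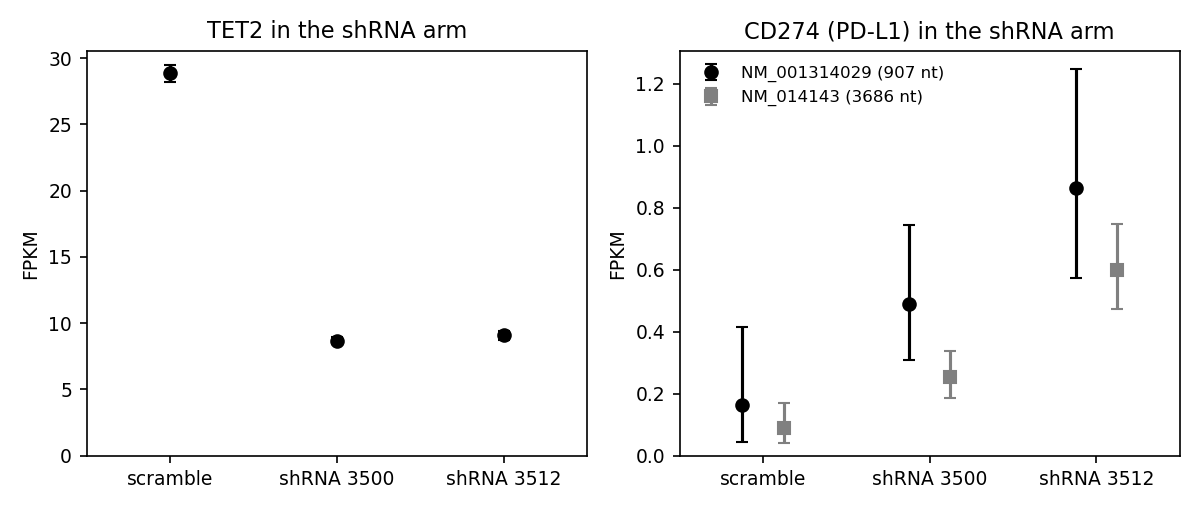
FPKM (y axes) of TET2 (left) and of CD274 (right, black circles NM_001314029, grey squares NM_014143) in scramble cells and in cells with TET2 shRNA sh3500 or sh3512 (x axes). Bars are 95% exact Poisson intervals of the 1 library behind each point, and TET2 drops from 28.9 to 8.65 and 9.07 while CD274 is above scramble in both.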

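Targets of the estrogen receptor, NF-kB and inflammatory genes and the nuclear lamins had the largest median shifts among the lists that passed in the shRNA arm. Of 39 measured targets of the estrogen receptor, 7 fell and 0 rose in limma, and 18 were lower and 2 higher when adjusted over the list alone. PDZK1, a scaffold protein, fell from 22.6 FPKM in scramble to 0.203 and 0.236, AREG, a growth factor for the EGF receptor, fell from 121 to 7.28 and 3.85, and CELSR2, an adhesion protein, fell from 112 to 24.4 and 26.0. The median of the list was −0.87 (adjusted p = 4.8e-09 from camera, and adjusted p = 0.53 with an estimated correlation), with −0.53 in sh3500 and −0.81 in sh3512, and −0.33 with WT and scramble together as the control. WT cells held 0.747 FPKM of PDZK1, 10.5 of AREG and 27.5 of CELSR2. Of 36 cell cycle genes, 35 were positive, with a median of 0.35, and 5 were higher when adjusted over the list alone (adjusted p = 4.8e-09 from camera, and adjusted p = 0.83 with an estimated correlation). CDK1, the mitotic kinase, was 27.7 FPKM in scramble, 58.9 and 47.0 in the TET2 shRNA libraries and 38.4 in WT. Ribosomal protein genes were positive in 25 of 26 (median 0.26, adjusted p = 0.00025 from camera, and adjusted p = 0.98 with an estimated correlation), and the 3 nuclear lamins were all positive (median 0.51, adjusted p = 0.032, and adjusted p = 0.83 with an estimated correlation). Luminal epithelial genes (median −0.28, 12 of 18 negative, adjusted p = 0.032) and NF-kB and inflammatory genes (−0.50, 14 of 19 negative, adjusted p = 0.032) fell as sets in camera, with adjusted p = 0.99 and adjusted p = 0.83 with an estimated correlation. Without sh3500, the luminal, NF-kB and lamin lists lost their calls (adjusted p = 0.13, 0.11 and 0.077 from camera, against ranges of 0.012 to 0.99, 4.0e-05 to 0.83 and 0.0061 to 0.83 over all alternatives). The median of the NF-kB list ran from −0.89 to −0.12 over the alternatives. Calls were also lost with no filter for the luminal and NF-kB lists, with no mean-variance trend for the luminal and lamin lists, at a mean FPKM of at least 1 for the NF-kB and lamin lists, with a pseudocount of 1 for the NF-kB list and on the transcript with the most fragments for the lamins. Over all genes, limma called 33 higher and 66 lower. Apart from the estrogen receptor targets, the largest falls were in S100A7, a calcium-binding protein whose reads may be shared with a near copy (log2 fold change −7.42), MGP, an inhibitor of calcification (−5.99), APOD, a lipid carrier (−5.88), DUSP5, a phosphatase of ERK (−4.86), and the imprinted RNA H19 (−4.54), which overlaps HOTS (−4.59). The largest rises were in 4 small nucleolar RNAs of under 200 nt, in PCDH10, a protocadherin (3.95), MAPRE1, which binds microtubule ends (2.65), DIO2, which activates thyroid hormone (2.52), and HACD2, of fatty acid elongation (1.82). For 88 of the 99 called genes, the mean of the TET2 shRNA libraries lay nearer to WT than scramble did, against 58.3% of all genes tested. In the same 3 libraries, 46 of 50 listed liver genes were higher than in all 3 libraries of the KO arm, with ALB, the gene of albumin, at 24.0 FPKM in scramble, 18.5 and 21.6 in the TET2 shRNA libraries and 0.207 in WT. No call remained when any 1 of the KO or TET2 shRNA libraries was left out, or when the shRNA arm was fitted alone. Each of these settings leaves fewer residual degrees of freedom. Leaving out a KO library altered no fold change of the shRNA arm, where TET2 stayed at −1.69. With WT in place of scramble, limma called 22 genes higher and 47 lower, and 4 of these 69 were among the 99.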

Compared to MCF7 cells, MDA-MB-231 cells express relatively low levels of TET2 expression but high levels of PD-L1 expression, showing features of an ideal model for a TET2 “gain-of-function” study. To verify the suppressive role of TET2 on PD-L1 expression, we overexpressed TET2 in MDA-MB-231 cells and observed the downregulation of *PD-L1* gene expression upon TET2 overexpression (Figure S2A,B). Overall, our data demonstrate that TET2 functions as a negative regulator of *PD-L1* gene transcription in breast cancer cells.

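CD274 was above its own control in all 4 TET2-depleted libraries. Fitted over both arms, its log2 fold change was 1.39 (standard error 0.29, adjusted p = 0.28 from limma), and its difference between the arms was −0.27 (standard error 0.57, adjusted p = 0.88). That difference was 0.08 without sh3512 and 0.73 with WT and scramble together as the control. HDAC1, a histone deacetylase that the paper places at the PD-L1 promoter, was 55.9 FPKM in WT, 60.6 in KO1 and 55.3 in KO2, and it was 35.7 in scramble, 64.9 in sh3500 and 61.1 in sh3512 (log2 fold change 0.82, adjusted p = 0.077 from limma, in the shRNA arm). HDAC2, its partner, ranged from 18.0 to 21.7 FPKM over the 6 libraries. Of 29 histone deacetylases and their partners none passed limma in either arm, and 2 were higher and 1 lower in the shRNA arm when adjusted over the list alone, with a median of 0.06 in the KO arm (adjusted p = 0.64 from camera) and 0.07 in the shRNA arm (adjusted p = 0.97). Histone acetyltransferases and H3K27 methyltransferases, 15 genes, had medians of −0.07 (adjusted p = 0.49 from camera) and 0.05 (adjusted p = 0.88), the latter −0.03 in sh3500 and 0.11 in sh3512. Of 19 genes of the DNA methylation machinery, TET2 in the shRNA arm was the 1 that passed, 2 were higher and 3 lower in that arm when adjusted over the list alone, and the medians were −0.04 (adjusted p = 0.65 from camera) and 0.13 (adjusted p = 0.97). TET1 ranged from 1.64 to 3.27 FPKM over the 6 libraries and TET3 from 10.6 to 16.7, and neither passed limma in either arm. Over both arms, limma called 0 genes higher and 0 lower, with 956 higher and 789 lower at an unadjusted p under 0.05, and voom called 0 higher and 1 lower. Across the 15880 genes, which are not independent replicates, the fold changes of the arms had a Pearson correlation of 0.037 and a Spearman correlation of 0.032. In the fit of both arms, NF-kB and inflammatory genes (median −0.41, 15 of 19 negative) and the unfolded protein response (−0.15, 19 of 21 negative), which had negative medians in each arm, fell as sets (adjusted p = 0.0011 from camera for each, and adjusted p = 0.39 with an estimated correlation). Ribosomal proteins (0.14, adjusted p = 0.0078 from camera), nuclear lamins (0.23, 0.016), MHC class I (0.11, 0.034), NRF2 (−0.11, 0.034) and HOX genes (−0.21, 0.034) also passed in this fit. None of them passed with an estimated correlation. The type I interferon-stimulated genes (0.57, adjusted p = 0.0011 from camera, and adjusted p = 0.76 with an estimated correlation) were positive in the KO arm but had a median of −0.11 in the shRNA arm, with 16 of 28 negative (adjusted p = 0.97), and their median difference between the arms was 1.13 (adjusted p = 0.00027, and adjusted p = 0.85 with an estimated correlation). The estrogen receptor targets (−0.40, adjusted p = 2.9e-06 from camera, and adjusted p = 0.57 with an estimated correlation) and the cell cycle genes (0.23, adjusted p = 8.3e-07, and adjusted p = 0.67 with an estimated correlation) had medians of the same sign in each arm, but passed in the shRNA arm and not in the KO arm, where the medians were −0.07 (22 of 39 negative, adjusted p = 0.11) and 0.09 (25 of 36 positive, adjusted p = 0.27). The paper reasons from PD-L1 mRNA in the KO clones and the TET2 shRNA cells, together with RT-qPCR, a rise of PD-L1 intron RNA in the KO cells that it reads as an effect on RNA synthesis, protein levels and TET2 overexpression in MDA-MB-231 cells, which were not analysed here. From these it concludes that TET2 holds down the transcription of PD-L1.

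**Figure D3:**
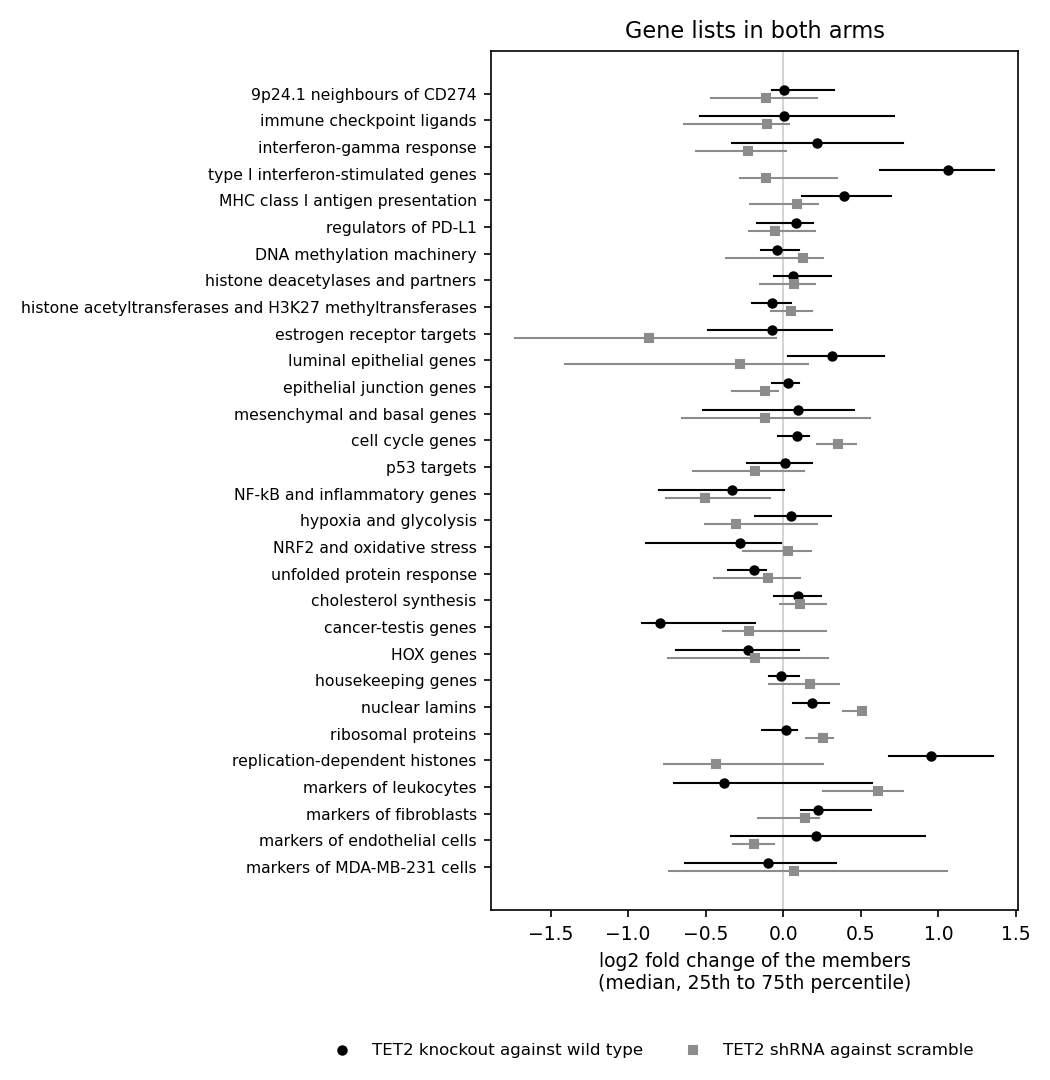
Median log2 fold change (x axis) of the members of each of the 30 gene lists (y axis), with black circles for TET2 KO against WT and grey squares for TET2 shRNA against scramble. Lines run from the 25th to the 75th percentile of the members, and the type I interferon-stimulated genes stand at 1.06 in the KO arm and the estrogen receptor targets at −0.87 in the shRNA arm.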

### 3.2. TET2 KO Does Not Alter the DNA Methylation and Hydroxymethylation Level at the Promoter Region of PD-L1 Gene

Next, we investigate the molecular mechanism through which TET2 inhibits *PD-L1* gene transcription in breast cancer cells. By analyzing the published TET2 ChIP-seq data (GSE120756) [32], we discovered that TET2 directly bound to the promoter region of *PD-L1* gene in MCF7 cells (Figure 2A). Our TET2 ChIP-qPCR data also confirmed the occupancy of TET2 at the *PD-L1* promoter, indicating a direct action of TET2 on *PD-L1* gene transcription (Figure 2B). Since TET2 has the ability to catalyze 5mC oxidation and initiate DNA demethylation, we examined the 5mC and 5hmC enrichment at the promoter region of *PD-L1* gene by MeDIP- and hMeDIP-qPCR. Unexpectedly, TET2 depletion has no significant effect on the 5mC and 5hmC enrichment at *PD-L1* promoter region (Figure 2C,D). Given the critical role of TET2 in DNA demethylation, TET2 KO may increase DNA methylation levels on other genomic regulatory regions beyond the *PD-L1* promoter, which might contribute to the transcriptional activation of *PD-L1* gene. To exclude this possibility, we treated WT and TET2 KO MCF7 cells with 5-Aza-CdR (a DNMT inhibitor) and examined the mRNA expression of the *PD-L1* gene. Figure 2E showed that 5-Aza-CdR treatment was not sufficient to change PD-L1 expression in either WT or TET2 KO MCF-7 cells. Thus, our data suggest that TET2-mediated inhibition of *PD-L1* gene transcription is not dependent on its 5mC dioxygenase activity.

### 3.3. TET2 Recruits HDAC1/2 to Deacetylate H3K27ac at PD-L1 Promoter

In addition to the DNA-demethylating activity, TET2 can also function as a transcriptional co-factor to regulate gene expression [33]. We profiled the well-studied histone modifications (H3K4me3, H3K27me3, and H3K27ac) at the *PD-L1* promoter region in WT and *TET2* KO MCF7 cells. ChIP assay showed that the levels of H3K4me3 enrichment at *PD-L1* promoter were comparable between WT and *TET2* KO MCF7 cells (Figure 3A), while the repressive H3K27me3 was rare at the *PD-L1* promoter in WT and *TET2* KO MCF7 cells (Figure 3B). Consistent to the changes of *PD-L1* gene transcription, the H3K27ac levels at *PD-L1* promoter region were increased in MCF7 cells upon TET2 depletion (Figure 3C). Additionally, TET2 overexpression reduced H3K27ac enrichment at the *PD-L1* promoter region in MDA-MB-231 cells (Figure S3A). Our data suggest that TET2 is able to modulate the H3K27ac level at the *PD-L1* promoter in breast cancer cells.

TET2 has been shown to recruit histone deacetylases (HDAC1/2) to specific gene loci, thereby mediating the transcriptional repression in immune cells [34,35]. Therefore, we performed ChIP-qPCR analysis of HDAC1 and HDAC2 in WT and *TET2* KO MCF7 cells. As expected, the binding of HDAC1 and HDAC2 to the *PD-L1* promoter in *TET2* KO MCF7 cells was significantly lower than that in WT cells (Figure 3D,E). Moreover, we conducted a co-IP assay for the interaction between TET2 and HDAC1/2 using anti-HDAC specific antibody. As expected, we detected a TET2 band in the anti-HDAC1 immunoprecipitants from MCF7 cells and TET2-O/E MDA-MB-231 cells by Western blotting (Figure 3F & Figure S3C). Next, we chose two HDAC inhibitors (TSA and SAHA) to treat WT and *TET2* KO MCF7 cells. As shown in Figure 3G, both inhibitors increased the global H3K27ac level in WT and *TET2* KO MCF7 cells. Importantly, the *PD-L1* mRNA expression level was elevated by treatment with HDAC inhibitors only in WT cells but not in *TET2* KO MCF7 cells (Figure 3H). We also observed that HDAC1 binding at the *PD-L1* gene promoter was increased in TET2 O/E MDA-MB-231 cells (Figure S3B). Taken together, our data suggest a working model in which TET2 unites HDAC1/2 to deacetylate H3K27ac and establishes a repressive chromatin structure at the *PD-L1* promoter (Figure 3I).

### 3.4. Negative Correlation between TET2 and PD-L1 Expression Levels in Breast Cancer

To investigate the clinical significance of the TET2/PD-L1 axis, we analyzed the relationship between *TET2* and *PD-L1* expression levels in online breast cancer data. CCLE data analysis showed that *TET2* mRNA expression levels are negatively associated with *PD-L1* mRNA expression levels in 57 breast cancer cell lines (*p* = 0.0031) (Figure 4A). Interestingly, by analyzing other types of cancer cell lines from CCLE, we found that at least two other kinds of cancer types (lung and soft tissue) had a significant negative correlation between *TET2* and *PD-L1* mRNA expression levels (Table S1). We also analyzed the correlation between TET2 and PD-L1 by separating the CCLE breast cancer cell lines into three tumor subtypes and found that TET2 expression is negatively correlated with PD-L1 expression in luminal subtype (*p* = 0.0282) (Table S2). In a similar manner, TCGA data analysis also showed that *TET2* expression levels had a negative correlation with *PD-L1* expression levels in breast cancer (*n* = 1904, *p* = 0.0065) (Figure 4B). Through an analysis of the four subtypes of TCGA breast cancer data, we found that *TET2* and *PD-L1* showed a negative correlation only in luminal B and Her2-enriched subtypes (Table S3).

## 4. Discussion

In this study, we demonstrate that TET2 inhibits *PD-L1* gene expression in breast cancer cells either under baseline conditions or upon IFN-gamma stimulation. Conversely, a recent work from Xu et al. [15] showed that IFN-gamma-induced *PD-L1* gene expression was impaired by TET2 depletion in murine melanoma (B16-OVA), colon tumor cells (MC38), and human monocytic cells (THP-1). Mechanistically, they revealed that TET2 could be recruited by STAT1 to hydroxymethylate the *PD-L1* gene promoter and enhance its transcription in murine melanoma and colon tumor upon IFN-gamma stimulation. However, our data showed that the *PD-L1* promoter of breast cancer cells is in a DNA hypo-methylated status and that TET2 depletion does not alter the DNA methylation or hydroxymethylation levels at the promoter region of *PD-L1* gene. Moreover, we found that treatment with 5-Aza-CdR, a DNMT inhibitor, could not enhance *PD-L1* gene expression in either WT or *TET2* KO MCF7 cells, suggesting that TET2 may repress *PD-L1* gene expression in a catalytic-activity independent manner. These opposite results indicate that TET2-mediated regulation of *PD-L1* gene expression may be largely dependent on the cancer/tissue types.

In addition to the well-known DNA demethylation activity, TET proteins have been shown to recruit histone deacetylases (HDACs) and mediate transcriptional repression in immune cells [34,35,36]. Coincidentally, our study demonstrates that TET2 recruits HDAC1/2 to deacetylate H3K27ac at *PD-L1* promoter and results in the transcriptional suppression of *PD-L1* gene. Although our work identifies that TET2 acts as a scaffold protein for the negative regulation of *PD-L1* gene transcription in breast cancer cells, it is still unclear how TET2 itself is recruited to the *PD-L1* promoter. Since dozens of transcription factors have been identified to recruit TET2 to specific gene loci for epigenetic regulation in different types of tissues [37,38,39], we speculate that a specific transcription factor may be responsible for this task in breast cancer.

Previous reports have showed that the downregulation of TET2 expression and 5hmC levels is an epigenetic hallmark of multiple types of cancers [21,40,41,42]. Dysregulation of the TET2/5hmC pathway promotes epithelial–mesenchymal transition (EMT), chemotherapy resistance, proliferation, invasion, and metastasis during breast cancer pathogenesis [43,44,45]. Based on the afore-mentioned regulatory mechanism, we speculate that TET2 loss may facilitate immune evasion by breast cancer cells through upregulating *PD-L1* gene expression. Consistently, we observed an inverse correlation between *PD-L1* and *TET2* expression levels regardless of whether the breast cancer cell lines were cultured in vitro (CCLE data) or in cancer samples from patients (TCGA data). Therefore, our work expands our current understanding of the pleiotropic role of TET2 loss in breast cancer pathogenesis, especially as it relates to immune evasion.

Interestingly, by analyzing multiple cancer cell lines from CCLE, we noticed that the correlation between TET2 and PD-L1 in lung cancer cell lines is also negative and more significant than that in breast cancer cell lines. This finding suggests that the TET2/PD-L1 negative regulatory axis may exist not only in breast cancer but also in other types of cancers. Given that anti-PD-1/L1 therapy has been successfully applied in the first-line therapy of lung cancer, it is of great interest to validate this observation in clinical patient samples and explore the prognostic value of TET2 expression in predicting the responsiveness of lung cancer patients to anti-PD-1/L1 therapy. If true, it may provide valuable clues and new strategies to improve immunotherapy treatment of lung cancer.

Multiple signaling pathways are aberrantly activated in the complicated tumor microenvironment of breast cancers. Among them, several signaling pathways (such as hypoxia, AMPK, IFN, and oxidative stress) have been reported to regulate TET2 expression level. The findings of our study suggest that the tumor microenvironment may modulate the expression of PD-L1 gene in breast cancer through targeting the TET2/HDAC complex. Given that anti-PD-1/L1 immunotherapy has been widely used in clinics, we speculate that the combination of HDAC inhibitors and targeting TET2 with anti-PD-L1 immunotherapy may be a new strategy for breast cancer patients who have low responsiveness to anti-PD-1/L1 immunotherapy. Currently, four HDAC inhibitors, Vorinostat, Romidepsin, Belinostat, and Panobinostat have been approved by FDA for cancer treatment [46]. Several studies have reported that HDAC inhibition make for increased PD-L1 expression in melanoma [47], ARID1A-inactivated Ovarian Cancer [48], and anaplastic thyroid cancer [49]. These findings, together with ours, reinforce a rationale for applying HDAC inhibitors or targeting TET2 to augment the immunotherapy of breast cancer.

## 5. Conclusions

In conclusion, our study provides clear evidences that *PD-L1* gene transcription is negatively regulated by the TET2-HDAC1/2 complex in breast cancer cells. Although more work remains to be done with regard to the regulatory mechanism and functional role of TET2/PD-L1 axis in the anti-tumor immunity, our findings suggest that targeting TET2 or HDAC1/2 might be a potential combination strategy for the anti-PD-1/PD-L1 immunotherapy treatment of breast cancer.

## Figures and Tables

**Figure 1:**
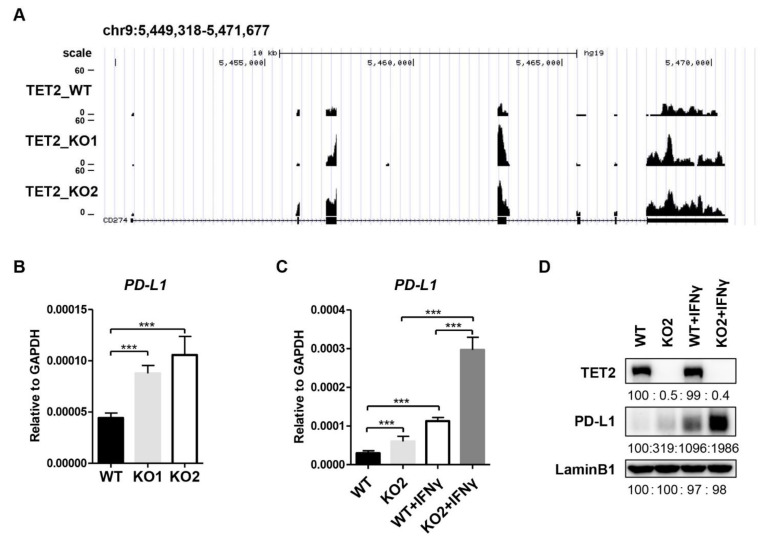
TET2 is a negative regulator of *PD-L1* gene transcription in breast cancer cells. (**A**) RNA-seq snapshot of *PD-L1* (*CD274*) gene expression in WT, *TET2*_KO1 and *TET2*_KO2 MCF7 cells. (**B**) RT-qPCR analysis of the relative mRNA expression levels of *PD-L1* in WT, KO1, and KO2 MCF7 cells. (**C**) RT-qPCR analysis of the relative mRNA expression levels of *PD-L1* in WT and *TET2* KO MCF7 cells with or without IFN-gamma (100 ng/mL) stimulation. (**D**) Western blot analysis of the PD-L1 protein levels in WT and *TET2* KO MCF7 cells with or without IFN-gamma (100 ng/mL) stimulation. (***, *p* < 0.001.)

**Figure 2:**
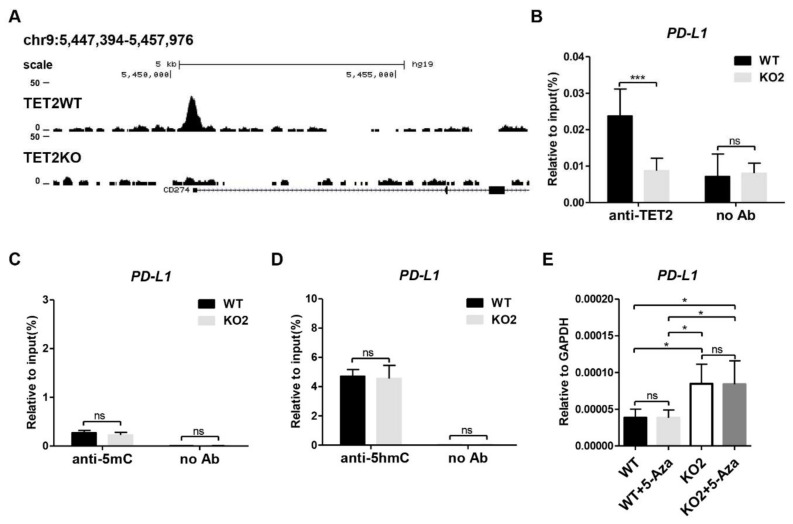
*TET2* KO does not alter the DNA methylation and hydroxymethylation level at the promoter region of *PD-L1* gene. (**A**) Snapshot of TET2 ChIP-seq data (GSE120756) at *PD-L1* (*CD274*) promoter in WT and *TET2* KO MCF7 cells. (**B**) ChIP-qPCR validation of TET2 occupancy at *PD-L1* promoter in WT and *TET2* KO MCF7 cells. (**C**) MeDIP-qPCR analysis of 5mC enrichment at *PD-L1* promoter in WT and *TET2* KO MCF7 cells. (**D**) hMeDIP-qPCR analysis of 5hmC enrichment at *PD-L1* promoter in WT and *TET2* KO MCF7 cells. (**E**) RT-qPCR analysis of the relative mRNA expression levels of *PD-L1* in WT and *TET2* KO MCF7 cells with or without 10 μM 5-Aza treatment. (*, *p* < 0.05; ***, *p* < 0.001; ns, not significant.)

**Figure 3:**
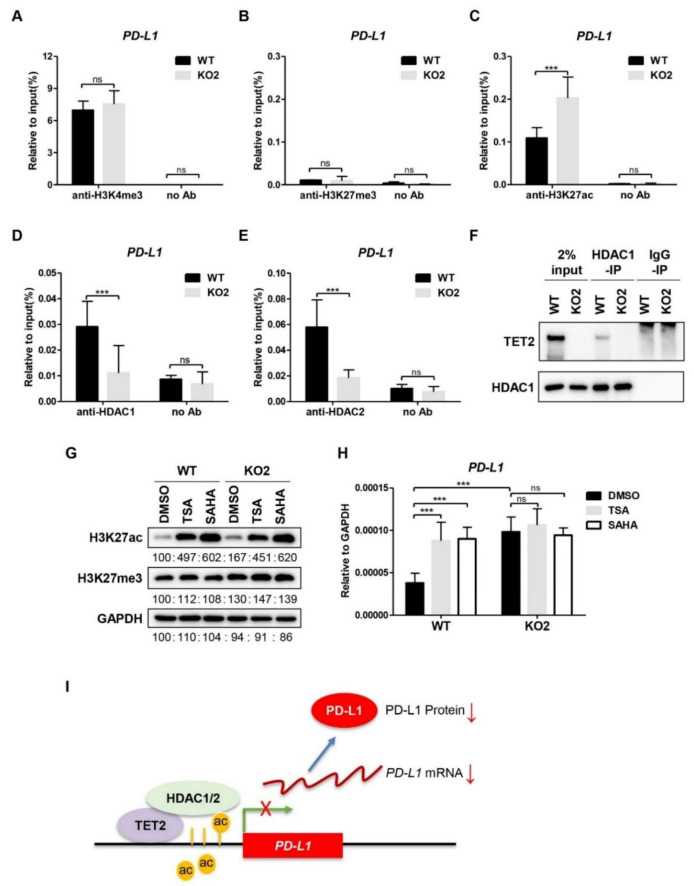
TET2 recruits HDAC1/2 to deacetylate H3K27ac at *PD-L1* promoter. (**A**) ChIP-qPCR analysis of H3K4me3 enrichment at *PD-L1* promoter in WT and *TET2* KO MCF7 cells. (**B**) ChIP-qPCR analysis of H3K27me3 enrichment at *PD-L1* promoter in WT and *TET2* KO MCF7 cells. (**C**) ChIP-qPCR analysis of H3K27ac enrichment at *PD-L1* promoter in WT and *TET2* KO MCF7 cells. (**D**,**E**) ChIP-qPCR analysis of the occupancy of HDAC1 and HDAC2 at the *PD-L1* promoter in WT and *TET2* KO MCF7 cells. (**F**) Western blot analysis of the anti-HDAC1-IP and IgG-IP products in WT and *TET2* KO MCF7 cells. (**G**) Western blot analysis of the global H3K27ac levels in WT and *TET2* KO MCF7 cells treated with or without HDAC inhibitors (TSA 1 μM; SAHA 5 μM). (**H**) RT-qPCR analysis of the relative mRNA expression levels of *PD-L1* in WT and *TET2* KO MCF7 cells treated with or without HDAC inhibitors (TSA 1 μM; SAHA 5 μM). (**I**) Schematic diagram of the working model in which TET2 inhibits *PD-L1* gene transcription through HDAC1/2-mediated histone deacetylation. (***, *p* < 0.001; ns, not significant.)

**Figure 4:**
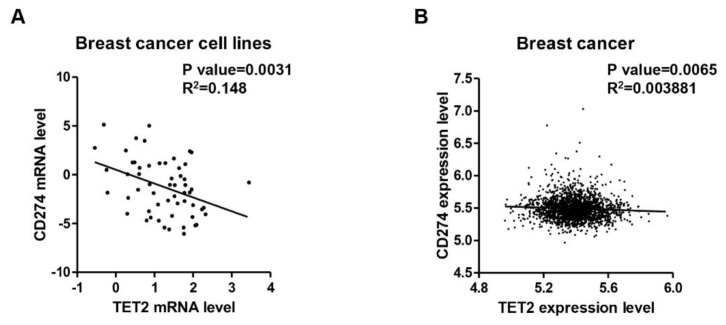
A negative correlation between *TET2* and *PD-L1* gene transcription in breast cancer. (**A**) CCLE data analysis showing a significant negative correlation between *TET2* and *PD-L1* expression levels in breast cancer cell lines (*n* = 57). (**B**) TCGA data analysis showing a mild but significant negative correlation between *TET2* and *PD-L1* expression levels in breast cancer tissues (*n* = 1904).

## Data Availability

The RNA-seq data presented in this study are openly available under the accession number GSE164032 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc= GSE164032), Submitted on 30 December 2020, Released on 1 June 2021.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/cancers13092207/s1, Figure S1: PD-L1 is negatively regulated by TET2 in MCF7 cells; Figure S2: TET2 overexpression inhibits PD-L1 expression in MDA-MB-231 cells. Figure S3: TET2 is required for H3K27 deacetylation and HDAC occupancy at PD-L1 promoter in MDA-MB-231; Table S1 & S2: CCLE data analysis; Table S3: TCGA data analysis; Table S4: Primers used in the study; Figure S4: Original Western blots figures.

How the deposited data were processed for this re-analysis (not part of the article)

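The authors sequenced RNA from MCF7 cells on the Illumina platform, trimmed the reads with Trim Galore 0.6.6, aligned them to hg19 with TopHat 2.1.1 at default settings, and computed FPKM per transcript with the FPKM script of RSeQC, as the paper's methods state. The deposited table holds the FPKM of 57938 transcript rows under 27002 gene symbols for 6 libraries, 1 each of WT, KO1, KO2, scramble, sh3500 and sh3512. The paper's methods give neither the gene model nor the strand rule, so genes that overlap on opposite strands, such as HOTS and H19, may share fragments. Of the rows, 9097 were at 0 in all libraries and 764 transcript accessions were listed more than once. Gene symbols that a spreadsheet had turned into dates stood in 105 rows, and 104 of them were restored from their accession.

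FPKM was divided back to fragments through the depth of each library and a transcript length. The length was searched for each row, so that the counts of all libraries above 0 were whole within 0.02. An annotated length was taken where one did this, and otherwise the shortest. Such a length was found for 99.98% of the rows above 0. As whole numbers were what the search sought, this share checks little, above all for rows with few libraries above 0. Ratios of fragments between libraries carry exact 95% intervals, and the FPKM of CD274 exact Poisson intervals. These cover counting error only. Median-of-ratios factors between the libraries lay from 0.975 to 1.03, and the Pearson correlation between libraries on the log2 scale lay from 0.948 to 0.988.

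The main test was limma 3.58.1 in R 4.3.3, with a mean-variance trend, on log2(FPKM + 0.1) of the 15880 genes with a mean FPKM of at least 0.1, each gene represented by the transcript with the highest mean FPKM. The 4 groups were WT, TET2 KO, scramble and TET2 shRNA, and the comparisons were KO against WT, TET2 shRNA against scramble, both arms together (3 residual degrees of freedom) and the difference between the arms. p-values were adjusted by Benjamini-Hochberg with a threshold of 0.05. CD274 over GAPDH was computed per library as a ratio to the control. Tables were handled in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1.

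A self-test used simulated libraries with 50 changed genes per fold, all with a mean FPKM of at least 1. Between KO and WT, limma called 10% of 2-fold, 72% of 4-fold and 94% of 8-fold and 16-fold changes. These were 5, 36, 47 and 47 genes, beside 13 false calls among 15759 genes. Between TET2 shRNA and scramble it called 16%, 70%, 94% and 100%, or 8, 35, 47 and 50 genes, beside 11 false calls among 15746 genes. The lone controls were drawn with the same spread as the other libraries. The self-test therefore does not cover a control that stands apart, as scramble did, nor genes of lower FPKM such as CD274. The changes of all folds were also planted in the same run, and many large changes ease the Benjamini-Hochberg threshold for the rest. In the data limma called 0 genes higher and 0 lower in the KO arm, so the shares called may be too high for it.

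The genes named in the text are every gene the paper names, the 8 largest changes in each direction per comparison among genes past the threshold with a mean FPKM of at least 1 (filled, where fewer than 8 passed, with the largest changes of at least 2-fold in both depleted libraries), up to 3 members of each gene list per comparison (the smallest p among those that passed, otherwise up to 2 with the largest change), and the neighbours of CD274 on 9p24.1. The 30 lists, tested with camera of limma, are those of the figure on gene lists. Lists for liver, pancreas, kidney, muscle and brain were added after the values were seen.

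The alternatives were pseudocounts of 1 and 0.01, a filter at a mean FPKM of 1 and no filter, the mean over a gene's transcripts, median-of-ratios scaling, no mean-variance trend, each arm alone, WT and scramble together as the control, each depleted library left out in turn, an estimated correlation in camera, and for CD274 over GAPDH other reference genes and a pseudocount. Added after the values were seen were voom on the recovered fragments, the transcript with the most fragments, leaving out transcripts under 200 nt, and each control in place of the other. IFNG, CTLA4 and PDCD1 lay under the filter and were not tested.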

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

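The tests on the liver transcripts and on the scramble library, and the comparison of the controls for the gene lists, were chosen after their results were seen, and the 4 tests on CD274 before.

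CD274 was higher in both TET2 KO clones than in WT, a difference that did not pass limma. The values argue against a gain of the whole 9p24.1 region, since its 12 neighbours with a mean FPKM of at least 1 had a median log2 fold change of −0.004 (95% interval −0.14 to 0.26). A smaller gain around CD274 stays open, as the nearest of these genes on each side, PLGRKT (0.43) and RIC1 (0.34), were higher in both clones. MDA-MB-231 cells mixed into the KO cultures are argued against, since 13 of their markers had a median of −0.258 (−0.67 to 0.14). Scaling between libraries is argued against as well, since median-of-ratios factors left 0.981 of the fold change. Active interferon-gamma signalling in the clones stays open, since the response list had a median of 0.215, under the 0.25 set as its lower bound, but with an interval of −0.09 to 0.63 that spans that bound. Loss of TET2, which the design names, stays open too, along with differences between single-cell clones, which 2 clones against 1 WT library cannot separate from it. No biological explanation was settled by these tests.

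A signal that the paper does not report was that 46 of 50 listed liver genes were higher in all 3 libraries of the shRNA arm than in all 3 of the KO arm, where chance gives 2.5, while the lists of pancreas (1 of 19), kidney (1 of 20), muscle (0 of 20) and brain (3 of 20) were not. ALB was 24.0, 18.5 and 21.6 FPKM in scramble, sh3500 and sh3512 against 0.207, 0.119 and 0.0506 in WT, KO1 and KO2, and APOA2 was 12.8, 8.60 and 10.3 against 0, 0.0589 and 0. The paper's methods describe no cell sorting, but the KO lines were grown from single-cell colonies and the shRNA cells were selected with puromycin. A change that TET2 shRNA makes is argued against, since 2 of the 46 genes were higher in both TET2 shRNA libraries than in scramble. RNA of another tissue stays open. It would hold its genes in one ratio, and a chi-square over its degrees of freedom above 3 had been set to go against it. Over 31 genes this value was 5.44, past that bound, and 1.58 without SERPINA1 (8.93 FPKM in scramble, 2.71 in sh3500 and 2.96 in sh3512). SERPINA1 was left out for its own values, so the lower value cannot decide. The test sets differences between single libraries against counting error only, so the high value cannot exclude RNA of another tissue either. A response to lentivirus and puromycin cannot be told apart from it, since every library of this arm had both treatments and only 2 of the 46 genes lay under 0.1 FPKM in any of them.

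The scramble library stood apart from the TET2 shRNA libraries, and the 99 genes called between them rest on it. TET2 knockdown from a level that WT and scramble share is argued against as the source of most calls, since for 88 of the 99 the TET2 shRNA mean lay nearer to WT than scramble did, with a median absolute log2 difference from WT of 2.01 for scramble and 0.356 for TET2 shRNA. Lower depth of scramble is argued against as the source of the sizes of these changes, but not of the number called. Scramble had 27164852 fragments and WT 31086722. Thinning every library to the depth of scramble left 0.997 of the median absolute log2 fold change of these genes (2.48 before, 2.47 after, standard error 0.231 and 0.229). FPKM is already scaled for depth, and libraries thinned to this depth kept nearly the same values. The calls did change, as limma then called no gene in any of 20 draws, and its lowest adjusted p moved from 0.0315 to a median of 0.0727. With 1 scramble library, a change made by the scramble shRNA and a culture that differed for another reason cannot be told apart by these 88 genes, and neither was tested.

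S100A14, a calcium-binding protein, differed between the arms by 5.60 on the log2 scale (adjusted p = 0.041 from limma, 0.0048 to 0.52 over its alternatives, and above 0.05 without any 1 of the 4 depleted libraries), and it fell in the shRNA arm (−2.11). It was 1 gene called higher and 0 lower in that comparison, with 1130 higher and 955 lower at an unadjusted p under 0.05. Gene lists whose median differed between the arms in camera, KO minus shRNA, were the type I interferon-stimulated genes (1.13), the replication-dependent histones (1.60), the interferon-gamma response (0.39), MHC class I antigen presentation (0.36), the estrogen receptor targets (0.58), the luminal epithelial genes (0.51), the cell cycle genes (−0.25) and the ribosomal proteins (−0.23), each with adjusted p = 0.85 with an estimated correlation. Each difference takes the 1 scramble library and the 1 WT library as controls. For the estrogen receptor targets it lies between these controls, with a median of 0.84 for scramble minus WT and −0.14 for KO minus TET2 shRNA. For the histones these medians were 0.85 and 0.67, for the cell cycle genes −0.19 and −0.13, for the ribosomal proteins −0.13 and −0.13, for the luminal genes 0.11 and 0.37, for the type I interferon-stimulated genes 0.28 and 0.74, for the interferon-gamma response 0.07 and 0.26, and for MHC class I 0.04 and 0.53.

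Lists of genes the paper does not discuss that passed camera with a median of at least 0.5 in either direction were the type I interferon-stimulated genes (median 1.06) and the histones (0.95) in the KO arm, and the estrogen receptor targets (−0.87), the NF-kB and inflammatory genes (−0.50) and the nuclear lamins (0.51) in the shRNA arm. With an estimated correlation they had adjusted p = 0.70 in the KO arm, and adjusted p = 0.53, 0.83 and 0.83 in the shRNA arm. Lists that passed camera with smaller medians were MHC class I, NF-kB, NRF2 and the unfolded protein response in the KO arm, and the cell cycle genes, the ribosomal proteins and the luminal genes in the shRNA arm, and none of them passed with an estimated correlation.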

How the results depend on the processing

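The settings with voom, the transcript with the most fragments, no transcripts under 200 nt, and each control in place of the other were chosen after the values were seen. Of 203 results for single genes and lists, 140 kept their direction and their side of the threshold in every alternative, 16 turned direction in at least 1, and 24 that had passed lost their call without 1 library. The log2 fold change of CD274 kept its direction in all 16 alternatives in each arm, from 0.60 to 2.26 in the KO arm and from 0.52 to 1.94 in the shRNA arm. For the values below, the cause was not tested, except that fewer libraries leave fewer degrees of freedom.

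With scramble in place of WT, the log2 fold change in the KO arm was 2.26 for CD274 (adjusted p = 0.042, against 0.042 to 0.60 over its alternatives) and −0.76 for TET2 (0.048, against 0.048 to 1.00), and limma called 388 genes higher and 419 lower. With WT in place of scramble, TET2 in the shRNA arm was −0.97. With WT and scramble together as the control, TET2 in the shRNA arm was −1.33, the difference of CD274 between the arms was 0.73, limma called 7 genes higher and 10 lower in the KO arm and 0 and 0 in the shRNA arm, and direction turned for CDC37L1 (0.0353), AKR1C1 (−0.61) and STAT1 (0.0313) in the shRNA arm, and for PLPP6 (0.00236), GAPDH (0.0410), HDAC2 (0.00116) and the NF-kB list (0.05) in the KO arm.

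TET2 in the shRNA arm stayed at −1.69 but missed the threshold with no filter (adjusted p = 0.066), no mean-variance trend (0.083) and each arm alone (0.072), against 0.0061 to 0.45 over its alternatives. Counts of genes higher and lower in the shRNA arm, 33 and 66 in limma (1365 and 1338 at an unadjusted p under 0.05, 40 and 161 with voom), were 0 and 18 with no filter, 2 and 16 with no trend, and 0 and 0 with the arm alone. At a mean FPKM of at least 1, 54 genes were higher, and without transcripts under 200 nt 50. The genes lower were 129 with a pseudocount of 1 and 36 with one of 0.01.

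In the KO arm, where limma called 0 and 0 (878 and 759 at an unadjusted p under 0.05), the genes higher and lower were 3 and 2 with a pseudocount of 0.01, 2 and 4 at a mean FPKM of at least 1, 1 and 1 with voom, and 2 and 2 without transcripts under 200 nt. With a pseudocount of 1, 2 were higher, and with no filter 24 were lower. Over both arms voom called 1 gene lower. A pseudocount of 1 also turned the difference of CD274 between the arms (0.08) and TET3 in the shRNA arm (0.00182).

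With 1 depleted library left out at a time, the difference of CD274 between the arms ran from −0.62 to 0.0838 and TET2 in the shRNA arm from −1.73 to −1.66 (adjusted p from 0.076 to 0.41). The genes higher ran from 0 to 1 and those lower from 0 to 4 in the KO arm, and both counts were 0 to 0 in the shRNA arm. In the KO arm direction turned for MLANA (−0.119 to 0.0421) and HDAC1 (−0.0163 to 0.116) without KO1, and for GLDC (−0.0996 to 0.277), UHRF2 (−0.0810 to 0.0958), ARID1A (−0.166 to 0.0973) and TET3 (−0.201 to 0.00190) without KO2, and in the shRNA arm for RLN1 (−0.383 to 0.142) and TET3 (−0.328 to 0.327) without sh3500. The ratio of CD274 to GAPDH ran from 2.75 to 2.98 in the KO arm and from 2.12 to 4.66 in the shRNA arm.

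Median-of-ratios scaling turned UHRF2 in the KO arm (−0.0185). JAK2 in the shRNA arm turned with the mean over transcripts (0.0130) and with the transcript with the most fragments (0.0183). CD274 relative to ACTB in place of GAPDH was 3.83 in the KO arm and 5.22 in the shRNA arm, and in the KO arm it was 2.52 with a pseudocount and 2.35 with the transcript with the most fragments.

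With an estimated correlation in camera, no list passed in any comparison. CD274 has no value at a mean FPKM of at least 1, as its mean lies under it. The alternatives for count tables were not run, since the table holds FPKM. No paired analysis was possible because the numbers in the labels mark different clones and hairpins, and WT and scramble have 1 library each. Depth limits CD274 most in scramble, where its value rests on 4 fragments.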

Differences from the paper's values

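Settings chosen after the values were seen are the transcript with the most fragments, and scramble in place of WT. No value of PD-L1 mRNA differed from the paper's by more than 1.5 times with GAPDH as the reference. The paper's values, by RT-qPCR, are about 2.0 in KO1 and about 2.4 in KO2 in Fig. 1B, read by eye, and the values here, from RNA-seq, are 2.75 and 2.98. Of the alternatives set before the data were examined, the housekeeping genes (2.73 and 2.71) and a pseudocount (2.42 and 2.62) stayed within 1.5 times, and ACTB as the reference did not (3.46 and 4.20).

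The paper states that PD-L1 is upregulated in TET2 KO cells in the RNA-seq. Here CD274 was higher in both clones, with a log2 fold change of 1.26, and did not pass limma (adjusted p = 0.39, from 0.042 to 0.60 over its alternatives). With scramble in place of WT as the control, chosen after the values were seen, CD274, the 1 gene the paper calls in these data, passed (2.26, adjusted p = 0.042), but this is not the comparison the paper makes, and the lower CD274 of scramble, 4 fragments against 12 in WT, had been seen and makes a larger fold certain. CD274 did not pass in the KO arm in any of the other 15 alternatives. The adjustment runs over 15880 genes, while the paper's statement is about 1 gene, with RT-qPCR beside it. The paper found PD-L1 in these same RNA-seq data, however. In the KO arm 878 genes were higher and 759 lower at an unadjusted p under 0.05 in limma, where chance alone gives about 794 over both directions. For CD274 alone, limma gave an unadjusted p of 0.023, which does not allow for the choice of this gene from the data. Its fragment ratio to WT was 2.67 (exact interval 1.36 to 5.63) in KO1 and 2.76 (1.40 to 5.82) in KO2. These intervals cover counting error only. The self-test called 10% of 2-fold and 72% of 4-fold changes, in genes of higher FPKM. Larger changes were planted beside them, which eases the threshold, so these shares may be too high for the data. Missing this threshold therefore does not count against the paper's statement. In the TET2 shRNA cells, where the paper gives an increase, CD274 was higher in both libraries with a log2 fold change of 1.52 and did not pass limma (adjusted p = 0.17, from 0.15 to 0.71 over its alternatives). For CD274 alone, the unadjusted p from limma was 0.011, with 4 fragments in scramble.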

Other observations

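No test in this part was chosen after its result was seen, apart from the count of small nucleolar RNAs and the choice of IGSF1 for its values in both arms. Of the HOX genes, which set position along the body axis, HOXB2, HOXB3 and HOXB6 were lower than the control in all 4 TET2-depleted libraries by the largest folds over both arms. HOXB2 was 1.75 FPKM in WT, 0.0348 in KO1 and 0.0922 in KO2, and 1.65 in scramble, 0.227 in sh3500 and 0.506 in sh3512 (log2 fold change −3.52 and −1.98, adjusted p = 0.17 from limma in each arm, from 0.052 to 0.60 and from 0.075 to 0.46 over the alternatives). HOXB3 had −2.06 and −1.04, and HOXB6 −2.04 and −1.79. The sizes depend on the processing: over the alternatives, HOXB3 ran from −4.58 to −0.43 in the KO arm and HOXB6 from −2.27 to −0.65 in the shRNA arm. Of 22 measured HOX genes, 0 passed limma, 3 were lower and 0 higher when adjusted over the list alone in the fit of both arms, 9 were positive and 13 negative, and the list had a median of −0.21 (adjusted p = 0.034 from camera, and adjusted p = 0.57 with an estimated correlation). In single arms its median was −0.23 (adjusted p = 0.075, with 1 higher and 3 lower when adjusted over the list alone) and −0.18 (adjusted p = 0.31, with 0 higher and 1 lower when adjusted over the list alone). IGSF1, an immunoglobulin superfamily protein, was 6.50 FPKM in WT, 0.343 in KO1 and 0.215 in KO2, and 53 in scramble, 12.4 in sh3500 and 8.35 in sh3512 (−3.25 over both arms, adjusted p = 0.17 from limma).

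The neighbours of CD274 on 9p24.1, 17 genes, had a median of 0.01 in the KO arm (−0.08 in KO1 and 0.10 in KO2, adjusted p = 0.76 from camera) and −0.11 in the shRNA arm (adjusted p = 0.63). PLGRKT, a plasminogen receptor, was 11.9 FPKM in WT, 14.7 in KO1 and 17.4 in KO2, and 7.83 in scramble, 10.5 in sh3500 and 11.9 in sh3512, and RIC1, of membrane traffic, 5.26, 6.52 and 6.90, and 7.96, 6.56 and 6.38, and neither passed limma.

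Lists that passed camera in neither arm, with the median in the KO arm and then in the shRNA arm, were the epithelial junction genes (0.03 and −0.12), the mesenchymal and basal genes (0.09 and −0.12), the p53 targets (0.01 and −0.18), hypoxia and glycolysis (0.05 and −0.30), cholesterol synthesis (0.09 and 0.11), the housekeeping genes (−0.01 and 0.18), the cancer-testis genes (−0.80 and −0.22, 3 of 30 measured), and the markers of leukocytes (−0.38 and 0.61), fibroblasts (0.22 and 0.14), endothelial cells (0.21 and −0.19) and MDA-MB-231 cells (−0.10 and 0.07). The libraries of an arm had list medians of opposite sign in the shRNA arm for hypoxia and glycolysis (0.19 in sh3500 and −0.77 in sh3512), the p53 targets (−0.38 and 0.08), the fibroblast markers (0.46 and −0.19), the housekeeping genes (0.20 and −0.01), the mesenchymal and basal genes (0.02 and −0.10) and the MDA-MB-231 markers (0.07 and −0.07), and in the KO arm for hypoxia and glycolysis (0.22 in KO1 and −0.09 in KO2), the p53 targets (0.06 and −0.07), the mesenchymal and basal genes (−0.04 and 0.14), the junction genes (0.08 and −0.04) and the housekeeping genes (−0.04 and 0.06). FN1, fibronectin, was the 1 mesenchymal gene that passed limma, and it fell from 9.61 FPKM in scramble to 1.42 and 1.57 in the TET2 shRNA libraries, with 2.07 in WT. In the shRNA arm the interferon lists did not pass (type I −0.11, interferon-gamma −0.22), nor MHC class I (0.09, with 0.15 in sh3500 and −0.03 in sh3512), the checkpoint ligands (−0.10), the regulators of PD-L1 (−0.05, with −0.08 in sh3500 and 0.005 in sh3512, and 3 higher and 2 lower when adjusted over the list alone), NRF2 (0.03, with 0.20 in sh3500 and −0.08 in sh3512), the unfolded protein response (−0.10, with 5 lower when adjusted over the list alone) and the histones (−0.43). In the KO arm the estrogen receptor targets (−0.07), the luminal genes (0.31), the cell cycle genes (0.09), the lamins (0.18) and the ribosomal proteins (0.02, with −0.03 in KO1 and 0.08 in KO2) did not pass.

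LMNB1, lamin B1, was 73.7 FPKM in WT, 101 in KO1 and 95.04 in KO2, and 62.7 in scramble, 91.2 in sh3500 and 87.9 in sh3512, and did not pass limma. ARID1A, a chromatin remodeller, ranged from 23.0 to 28.3 FPKM. Of 154 genes of small nucleolar RNAs, short transcripts that depend on the size selection of the library, 65 were lower in all 3 libraries of the shRNA arm than in all 3 of the KO arm, with a median log2 difference of −0.40.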
